A study of Mus musculus with 9 samples. Its data were reported in "The circadian regulator PER1 promotes cell reprogramming by inhibiting inflammatory signaling from macrophages" (2023).

How the data were processed

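The study measured messenger RNA in single cells of mouse embryonic fibroblast (MEF) cultures that had been transduced with neuronal reprogramming factors to make induced neurons. The 9 libraries are 10x Genomics 3′ libraries (Chromium v3.1 chemistry per the labels). The cultures were of 3 genotypes (WT, Per1-/- and Per2-/-) on 3 days of reprogramming (4, 7 and 10), with 1 library per genotype and day. Per the study's methods these days are counted from the change to medium with doxycycline, which came after the virus was added. The labels give no replicate numbers, no embryos and no batch. Genotype and day were taken from the sample labels. Per the study's methods the mutant mice carried the targeted alleles Per1tm1Drw and Per2tm1Drw.

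The deposited matrices hold UMI counts per gene and cell barcode, in whole numbers. Per the file headers the authors made them with Cell Ranger 4.0.0 for days 4 and 7 and with Cell Ranger 6.0.0 for day 10, and the feature tables list 31053 genes for days 4 and 7 and 32285 genes for day 10. The study's methods name another Cell Ranger version. Day and feature table are confounded between day 10 and the other days but not between genotypes. The 30406 gene identifiers present in both tables were used, of which 597 carry different symbols in the tables; the shared identifiers hold 99.3% to 99.9% of the UMI of a library. Gene positions are those of the GRCm38 assembly in GENCODE release M21.

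The matrices hold 95603 barcodes. Barcodes with at least 3000 UMI and at most 20% mitochondrial UMI were kept, the limits that the study's methods give, which left 81999 cells. Doublets were scored per library with Scrublet in scanpy 1.11.5, and the cells with the highest scores were left out, 0.8% of barcodes per 1000 barcodes of the library, 8442 cells in all. The remaining 73557 cells are the cells kept. Scores were used by rank because the automatic threshold of Scrublet marked 1 cell in the library of WT on day 10.

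Cells of all libraries were clustered together on log-normalised counts with 2000 variable genes, 30 principal components, 15 nearest neighbours and Leiden clustering at resolution 1 (leidenalg 0.10.2), with no correction between libraries, which gave 39 clusters. The 329 genes that belong to gene lists reported as results, to axon guidance families or to the mitochondrial genome were kept out of clustering. A cluster was named after a class when the mean log2 fold of the class's markers against all other cells was at least 1 and at least 3 markers were at least 2-fold higher and present in at least 10% of its cells. Fibroblast-like clusters, which are most of the cells, were named by at least 10 fibroblast markers each present in at least 50% of cells, at a mean level of at least 1/3 of that of the highest cluster. Clusters with over 50% of cells marked as doublets, under 50 cells, or more of the written markers of another class than of their own among their 10 leading genes were left unnamed. Some fibroblast-like clusters had no written marker of any class among these genes. One of them, with 3437 cells and 13 fibroblast markers present, was led by genes such as Tac1, Reln and Cbln2, which neurons can express, so the fibroblast-like class may hold partly reprogrammed cells. Markers were written down before the data were examined. A further limit, that no other class's markers reach a mean log2 fold of 0.5 in a cluster named fibroblast-like, was set after the data were seen, and the fibroblast tests were repeated without it. The authors’ own cell annotations were not used here, so the classes are rebuilt and carry the ending "-like".

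Counts of all cells of a class in a library were summed. Values per library are CPM, the UMI of a gene scaled to the total UMI of that sum, with exact Poisson 95% intervals; shares of cells carry exact Clopper-Pearson 95% intervals; and ratios of CPM within a day carry exact intervals for Poisson counts. These intervals cover counting error only. With 1 library per genotype and day, no difference within a day was tested. Tests across genes used all 9 sums of a class in edgeR 4.0.16 (R 4.3.3): TMM normalisation, filterByExpr, and the two-sided quasi-likelihood F-test of a model with day and genotype as factors, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. This asks for a genotype difference shared by the 3 days. The days of a genotype serve as its repeats. The labels do not say which days share a MEF preparation, so how far the spread between days holds that between preparations is not known, and the tests cannot part a genotype from the embryos used for it. The contrasts were Per1-/- against WT, Per1-/- against Per2-/-, Per2-/- against WT, and Per1-/- against the mean of WT and Per2-/-, in macrophage-like, neuron-like and fibroblast-like cells. Standard errors were computed from the fold change and the F statistic.

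Lists of genes of the TNF and NF-kB response, the interferon response and the cell cycle, and the axon guidance families (ephrins and their receptors, netrins, Dcc, Unc5, semaphorins, plexins, Slit, Robo and Srgap genes), were tested in macrophage-like and neuron-like sums with camera (limma 3.58.1) at its preset correlation, on log2 CPM with a prior count of 2, adjusted over the 16 tests of these lists against WT and against Per2-/-. Within a day, the median log2 ratio of a list (1 CPM added) was placed among 10000 random lists of as many genes matched in 20 bins of mean expression. Shares and list scores were tested across days with exact permutation tests, two-sided, of which library of a day is Per1-/- (27 assignments) or of the order of days within each genotype.

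Genes named in the text come from 33 preset genes (the clock genes, the reprogramming factors and neuronal genes, and the macrophage and cytokine genes that the study discusses) and, for each contrast in macrophage-like cells, up to 5 genes per direction with the largest change among those past the threshold, with a mean of at least 10 CPM and the same direction on all days. Where none passed, the 3 genes per direction with the smallest unadjusted p were named. Genes outside this rule are marked as chosen after their values were seen. Not all preset genes and called genes are reported by name. Cells with Xist or with UMI of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were counted per library.

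The model was tested on simulated data with the library sizes and dispersions of the real sums, in which 200 genes were changed by a log2 fold of 1, and 60 others by 0.5, in the libraries of 1 genotype. It recovered 65.3% of the changed genes against WT in macrophage-like sums, 73.2% in neuron-like sums and 57.0% in fibroblast-like sums. Of its calls there, 7 of 145, 19 of 175 and 4 of 124 were unchanged genes. In the same order of classes it was 8 of 152, 10 of 168 and 10 of 133 against Per2-/-, and 14 of 184, 13 of 186 and 8 of 154 against the mean. False calls were thus over the 5% that the threshold aims at in 7 of these 9 contrasts. It made 0 calls in the contrast of unchanged libraries in each class.

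Choices and alternatives were fixed before the data were examined, except where the text says otherwise. The alternatives were other UMI minimums (1000 and 5000), a mitochondrial limit of 10%, doublets kept or marked at double the rate, a lower and a higher clustering resolution (0.5 and 2), clustering of each library alone, classing of cells one by one from marker counts, leaving out the 20% of cells of a class with the most counts of other classes' markers, DESeq2 size factors, library totals with no factor, no filter on low counts, a mean of at least 10 CPM, no day term, sums thinned to the shallowest, the DESeq2 1.42.0 Wald test, limma-voom, fry and camera with estimated correlation in place of camera at its preset correlation, list members more abundant in macrophages, and leaving out each library or day 10. Alternatives with the CPM of Y-linked genes as a covariate, without genes of the X and Y chromosomes, and with the cluster barred from the fibroblasts put back were added after the data were seen. The covariate was the CPM over all cells kept of a library, in every class. No correction for free RNA in the droplets was made, since empty droplets were not analysed here.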

Results

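The data are UMI counts of single cells from MEF cultures that expressed neuronal reprogramming factors. Cultures labelled WT, Per1-/- and Per2-/-, the mutants being knockouts of the clock gene that the label names, were sampled on days 4, 7 and 10, with 1 library per genotype and day. No value therefore has a replicate within a day, and the intervals below are 95% intervals for counting error only. The matrices held 9567, 12647 and 8810 barcodes for WT, Per1-/- and Per2-/- on day 4, 9485, 6885 and 12817 on day 7, and 12357, 9726 and 13309 on day 10, a mean of 10623 per library. Total UMI were 222770450, 353198559 and 167493369 on day 4, 208433969, 165413554 and 330048846 on day 7, and 126625215, 197041541 and 242278411 on day 10, in the same order. The median number of genes per barcode ranged from 1776 to 5388 over libraries, with a median of 4787. The library of WT on day 10 was the shallowest, with a median of 3552 UMI per barcode, and 55.4% of its barcodes passed the limits on UMI and mitochondrial UMI, against 86.1% to 94.5% in the other libraries. After filtering and removal of doublets, 5625 to 10517 cells were kept per library, a mean of 9111 per library having passed before doublets were removed, and their median UMI ranged from 14383 in WT on day 10 to 27247 in Per1-/- on day 4.

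The targeted genes were examined first. Per1 (ENSMUSG00000020893) lies on chromosome 11 from 69095217 to 69109960 on the plus strand and Per2 (ENSMUSG00000055866) on chromosome 1 from 91415982 to 91459324 on the minus strand (GRCm38). Over all cells kept, the libraries labelled Per1-/- had 9.12, 9.51 and 10.3 CPM of Per1 on days 4, 7 and 10, against 6.31, 6.61 and 7.79 CPM in those labelled WT and 7.20, 6.47 and 6.44 CPM in those labelled Per2-/-. Per2 stood at 6.30, 4.99 and 6.42 CPM in the libraries labelled Per2-/-, 2.58, 2.75 and 3.02 CPM in those labelled WT and 2.57, 2.61 and 3.16 CPM in those labelled Per1-/-. Transcript of each targeted gene was thus higher in the libraries that carry its knockout label, on all 3 days. Across days, Per1 was higher in Per1-/- than in WT by a log2 fold of 0.58 ± 0.11 (SE), with an adjusted p of 0.0447 in edgeR, and the range over the 2 alternatives was 0.0429 to 0.0443. Against Per2-/- it was higher by 0.54 ± 0.11, which did not pass (adjusted p of 0.0979). By class, Per1 of Per1-/- against WT did not pass in macrophage-like cells (0.22 ± 0.22) or neuron-like cells (0.19 ± 0.18), and against Per2-/- it differed by 0.18 and -0.22 there. Per2 was higher in Per2-/- than in WT by 1.16 ± 0.15, which did not pass the adjustment over all genes (p of 5.6e-05, adjusted p of 0.115, range over alternatives 0.111 to 0.136). Per2 was lower in Per1-/- than in Per2-/-, with a log2 fold of -1.07 and an adjusted p of 0.0435. The alternative that moved these values most was the use of all barcodes with no filter, or of DESeq2 size factors, under which Per1 changed by 0.57 to 0.58 and Per2 by 1.14 to 1.16. A 3′ library counts transcripts of a disrupted gene wherever the transcript keeps its 3′ end, and whether the alleles keep it was not examined here.

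Sex chromosome genes were counted because the sex of the embryos behind a MEF preparation can differ between cultures. Cells with UMI of Xist and none of the Y-linked genes made 69.3%, 71.8% and 72.1% of cells in WT on days 4, 7 and 10, and 42.0%, 72.6% and 46.0% in Per2-/-. In Per1-/- they made 44.1% on day 4, 1 of 6020 cells on day 7 and 0 of 8403 cells on day 10, which allows a share of up to 0.0439%. Cells with Y-linked UMI alone made 43.1%, 94.1% and 93.2% of cells in Per1-/- on these days. Xist stood at 487 CPM in Per1-/- on day 4 and at 0.0679 CPM on day 7 and 0.0598 CPM on day 10, against 345 to 990 CPM in the other 6 libraries. The sums of Per1-/- on days 7 and 10 were thus nearly all of male cells, and genotype, day and sex are not independent in these libraries.

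**Figure D1:**
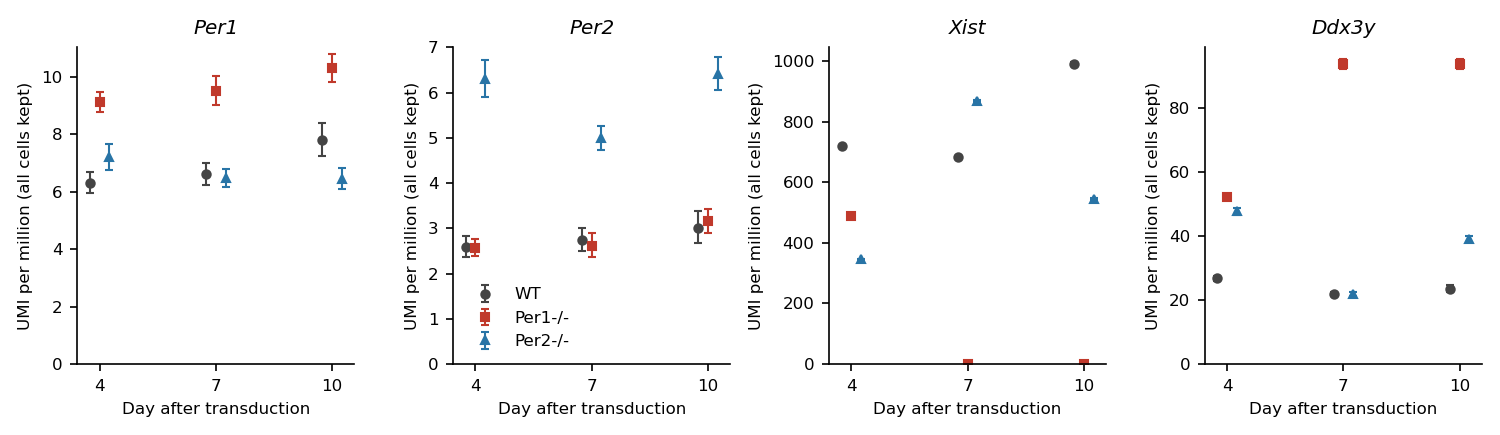
CPM over all cells kept (vertical axis) of Per1, Per2, Xist and the Y-linked gene Ddx3y by day of reprogramming (horizontal axis) in WT, Per1-/- and Per2-/- libraries, with points for 1 library each and bars for exact Poisson 95% intervals. Per1 sits between 9.12 and 10.3 CPM in Per1-/- and between 6.31 and 7.79 CPM elsewhere, and Xist is at 0.0679 and 0.0598 CPM in Per1-/- on days 7 and 10. Days are counted from the change to medium with doxycycline, although the axis title reads day after transduction.

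The study followed which cell types appear during reprogramming and whether they differ between genotypes. Neuron-like cells made 20.8% (19.9% to 21.7%) of cells in WT on day 4, 10.2% (9.58% to 10.9%) on day 7 and 3.29% (2.84% to 3.79%) on day 10. They made 18.6%, 4.77% and 3.69% in Per1-/- and 15.9%, 8.06% and 7.42% in Per2-/-. The fall over days, as slopes summed over the genotypes, came to -6.83 percentage points per day with an exact permutation p of 0.00926, where the smallest p that the orders of days can give is 0.00463. It ranged from -10.8 (without day 10) to -4.39 (each library clustered alone) over the alternatives, with p from 0.00926 to 0.25. Macrophage-like cells made 1.75% (1.47% to 2.06%), 6.54% (6.0% to 7.11%) and 4.43% (3.90% to 5.0%) in WT on days 4, 7 and 10. In Per1-/- they made 4.27% (3.87% to 4.69%), 22.9% (21.8% to 24.0%) and 16.0% (15.2% to 16.8%), and in Per2-/- 2.49%, 11.8% and 9.33%. The share in Per1-/- exceeded the mean of WT and Per2-/- by 8.32 percentage points on average over days, with an exact permutation p of 0.037, the smallest that the 27 assignments can give. The largest share was in Per1-/- on all 3 days. Leaving out the library of Per1-/- on day 7 lowered the difference to 5.64 points and leaving out that of day 4 raised it to 11.4 points. The rise of macrophage-like cells over days was 3.54 points per day summed over genotypes (exact permutation p of 0.176), and it reversed to -0.70 without the library of Per1-/- on day 4.

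Fibroblast-like cells made 40.9% to 62.1% of cells. Schwann-like cells made 1.23% to 3.87% in 8 libraries and 9.50% in Per2-/- on day 10. Skeletal muscle-like cells made 2.07% to 5.49%, astrocyte-like cells 0.226% to 3.80% and mesothelial-like cells 0.171% to 1.73%. Cells in unnamed clusters made 8.22% to 40.8%, the highest in WT on day 10. There, 1 low-UMI cluster held 26.2% of cells, against 0.0377% to 0.257% in the other libraries. Shares of that library are therefore lowered by cells without a class.

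**Figure D2:**
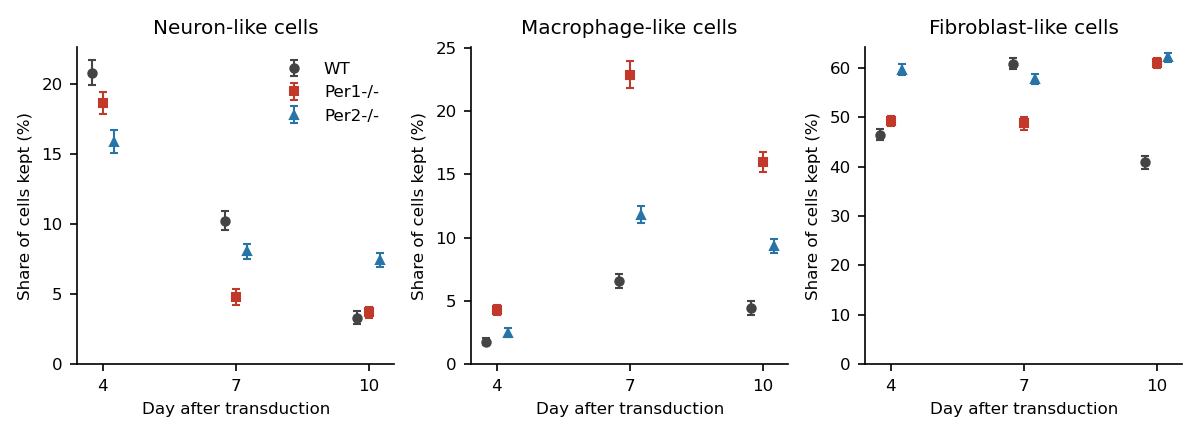
Share of cells kept, in percent (vertical axis), of neuron-like, macrophage-like and fibroblast-like cells by day of reprogramming (horizontal axis) in WT, Per1-/- and Per2-/-, with points for 1 library each and bars for exact Clopper-Pearson 95% intervals. Macrophage-like cells of Per1-/- reach 22.9% on day 7, against 6.54% in WT and 11.8% in Per2-/-. Days are counted from the change to medium with doxycycline, although the axis title reads day after transduction.

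The next question was how macrophages of the genotypes differ in gene expression. Of 12655 genes tested in edgeR, 1 passed the threshold for Per1-/- against WT and the same gene, which was lower, passed against Per2-/- and against the mean of both. For Per2-/- against WT 0 genes passed. At an unadjusted p under 0.05 there were 947 genes against WT, 2087 against Per2-/-, 1239 against the mean and 2065 for Per2-/- against WT. DESeq2 called 56, 200, 83 and 220 genes in these contrasts in the same order, and limma-voom 3, 2, 1 and 0. The count depended on single libraries: without the library of Per2-/- on day 4 edgeR called 1720 genes for Per1-/- against Per2-/-, 1177 for Per2-/- against WT and 517 against the mean. The called gene was Rtn4rl1 (ENSMUSG00000045287, chromosome 11 from 75193783 to 75267769, plus strand), 6.08 Mb from Per1. Its normalised CPM in macrophage-like sums was 4.69, 5.74 and 9.08 in Per1-/- on days 4, 7 and 10, against 16.7, 21.7 and 32.9 in WT and 16.7, 21.6 and 30.7 in Per2-/-. The log2 fold was -1.87 ± 0.11 against WT (adjusted p of 0.00089) and -1.85 ± 0.10 against the mean (adjusted p of 0.000383), lower on 3 of 3 days. It ranged from -1.90 to -1.83 against WT when any 1 library was left out. The call against WT was lost with no day term, without day 10, with a covariate of Y-linked CPM and with each library clustered alone, at log2 folds of -1.89 to -1.63. Against the mean of WT and Per2-/-, Rtn4rl1 was not lower in neuron-like cells (log2 fold of 0.56 ± 0.23, adjusted p of 0.865, mean of 6.03 CPM) or fibroblast-like cells (0.16 ± 0.11, adjusted p of 0.59, mean of 5.02 CPM). For Per2-/- against WT the genes with the smallest p did not pass (adjusted p of 0.174). They were Pltp, Dbp and Gbp7, higher by log2 folds of 0.72, 1.09 and 1.42, and Tipin, Idh3a and Cdc25b, which differed by -0.73, -0.61 and -0.86.

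Of the preset genes, 24 could be tested in macrophage-like cells. Over all genes tested, 0 passed in edgeR in any of the 4 contrasts. Adjusted over the list alone, 5 passed against WT, 6 against Per2-/-, 3 for Per2-/- against WT and 11 against the mean. Because the study singled out part of this list on these libraries, the counts over the list alone are not independent evidence. Those against WT included Dbp with a log2 fold of 1.21 ± 0.14 (p of 1.7e-05, adjusted p over all genes of 0.0718), Per3 with 0.96, Nr1d2 with 0.49 and Arntl with -0.70. Dbp was higher than in WT in 3 of 3 Per1-/- libraries, and in Per2-/- it was higher than in WT by 1.09.

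Tnf (ENSMUSG00000024401, chromosome 17 from 35199381 to 35202007, minus strand) was examined by class because the study placed this cytokine in macrophages. Summed over libraries it stood at 24.3 CPM (23.5 to 25.1, 3699 UMI) in macrophage-like cells and at 0.0677 CPM (0.0540 to 0.0838, 84 UMI) in the other named classes. In macrophage-like sums of single libraries it ranged from 10.6 to 47.6 CPM. Keeping doublets moved the summed value most, to 19.6 CPM. Tnf in macrophage-like cells of Per1-/- was 0.83 times that of WT (0.70 to 0.99) on day 4, 1.07 times (0.95 to 1.20) on day 7 and 0.70 times (0.58 to 0.84) on day 10. Against Per2-/- the ratios were 0.85 (0.72 to 1.01), 2.18 (1.95 to 2.45) and 1.72 (1.46 to 2.03). Across days neither difference passed in edgeR. The log2 fold against WT was -0.14 ± 0.25 with an adjusted p of 0.936 and that against Per2-/- was 0.57 ± 0.25 with an adjusted p of 0.309. Il6, Il10, Il1b, Ifng and Il34 stayed at or under 2.70 CPM in all libraries in macrophage-like, neuron-like and fibroblast-like sums, and Il34 reached 7.44 CPM in mesothelial-like sums.

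Clec4e, Marco, Tlr2 and Ccl2 were each higher in macrophage-like cells of Per1-/- than of WT on day 7, by ratios of 13.9 (9.53 to 21), 6.38 (5.19 to 7.93), 1.88 (1.74 to 2.03) and 2.25 (2.04 to 2.48). On day 10 the ratios were 0.493, 0.758, 0.752 and 1.01 in the same order, and on day 4 they were 3.05, 1.49, 0.909 and 1.02. Across the 3 days none passed in edgeR, with log2 folds of 1.98 ± 1.16, 1.35 ± 0.84, 0.22 ± 0.24 and 0.46 ± 0.23 against WT. Against Per2-/- they were 3.26 ± 1.23, 1.89 ± 0.85, 0.48 ± 0.24 and 0.89 ± 0.23, and none passed over all genes either. Adjusted over the preset list alone, Ccl2 passed against Per2-/- (adjusted p of 0.0235), and Ccl2 and Clec4e passed against the mean (0.0299 and 0.0478). Cxcl13 (ENSMUSG00000023078) had 5 UMI in all macrophage-like cells together, 0.0328 CPM, so no comparison was made.

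**Figure D3:**
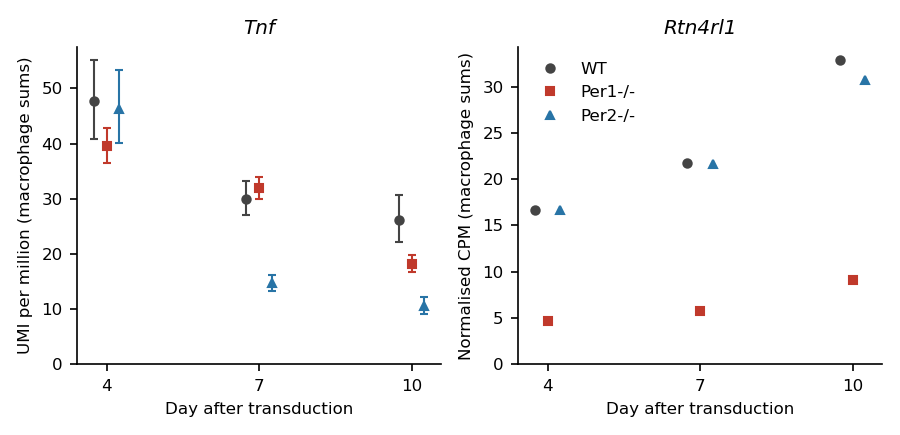
Tnf as CPM with exact Poisson 95% intervals and Rtn4rl1 as normalised CPM (vertical axes) in macrophage-like sums by day of reprogramming (horizontal axis), with points for 1 library each of WT, Per1-/- and Per2-/-. Rtn4rl1 is between 4.69 and 9.08 CPM in Per1-/- and between 16.7 and 32.9 CPM in WT and Per2-/-. Days are counted from the change to medium with doxycycline, although the axis title reads day after transduction.

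Gene lists addressed whether inflammatory, proliferative and axon guidance genes differ in macrophages of Per1-/-. Against WT, the TNF and NF-kB response list (71 members) had a median log2 fold of 0.17, and camera gave an adjusted p of 0.0206. The list was higher in fibroblast-like sums too, which are outside the adjusted tests. Its median there was 0.20 against WT (camera p of 2.9e-05, unadjusted) and 0.30 against Per2-/- (3.8e-07). The 50 members of the axon guidance families had a median of -0.48 with an adjusted p of 2.1e-05. They were lower in fibroblast-like sums too, by -0.16 against WT (unadjusted p of 0.00036) and -0.18 against Per2-/- (0.031). The interferon response list (70 members, median of 0.12) and the cell cycle list (52 members, median of -0.09) did not pass, each with an adjusted p of 0.149. Against Per2-/-, camera called the interferon response lower (median of -0.53, adjusted p of 0.019), the cell cycle higher (median of 0.73, adjusted p of 7.8e-18) and the axon guidance families lower (median of -0.83, adjusted p of 1.6e-05). The TNF and NF-kB response list did not pass there (adjusted p of 0.408), and its median of -0.002 had the opposite sign of its mean of 0.16 and of the direction that camera gave. None of the 5 calls held under fry or under camera with an estimated correlation. Exact permutation of the Per1-/- library within days gave p of 0.704 for the TNF and NF-kB response and 0.111 for the axon guidance families in macrophage-like cells. In fibroblast-like cells it gave 0.111 for the TNF and NF-kB response and 0.333 for the axon guidance families. These permutations used 49 members of the first list and 47 of the second, and set Per1-/- against WT and Per2-/- together. They are therefore not a check of the camera calls on the same members and contrast. The call for the TNF and NF-kB response rested on day 7: without the library of Per1-/- on that day the median was -0.09. The alternative that moved it most among the others was the covariate of Y-linked CPM, which gave -0.18. That covariate was the level over all cells kept, not that of macrophage-like cells. The call for the axon guidance families rested on members that other cells express more: the 13 members more abundant in macrophages had a median of -0.06 against WT, and the 37 others had -0.90.

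Within days, the median log2 ratio of the TNF and NF-kB response list in Per1-/- against WT was 0.00 on day 4 (percentile 39.5 among random lists), 0.52 on day 7 (percentile 100) and -0.11 on day 10 (percentile 0.17). The interferon response list stood at 0.08, 0.34 and -0.13 and the cell cycle list at 0.35, -0.50 and -0.11. The axon guidance families stood at -0.20 (percentile 0.29), -0.14 (percentile 5.38) and -0.22 (percentile 1.61). Lists also differed between Per2-/- and WT: the interferon response by -0.71, 1.34 and 0.67 and the cell cycle by 0.08, -1.0 and -1.50 on the 3 days. In fibroblast-like cells the TNF and NF-kB response list of Per1-/- against WT stood at -0.05, 0.30 and 0.14, and the axon guidance families at 0.01, -0.11 and -0.15, the last 2 at percentile 0. Whether the effect of Per1-/- on a list differed between macrophage-like and other cells was tested by exact permutation. This used 49 members of the TNF and NF-kB response and 47 of the axon guidance families. The difference for the axon guidance families was -0.23 against neuron-like cells (p of 0.185) and -0.15 against fibroblast-like cells (p of 0.407), and for the TNF and NF-kB response it was 0.04 (p of 0.741) and -0.13 (p of 0.185).

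**Figure D4:**
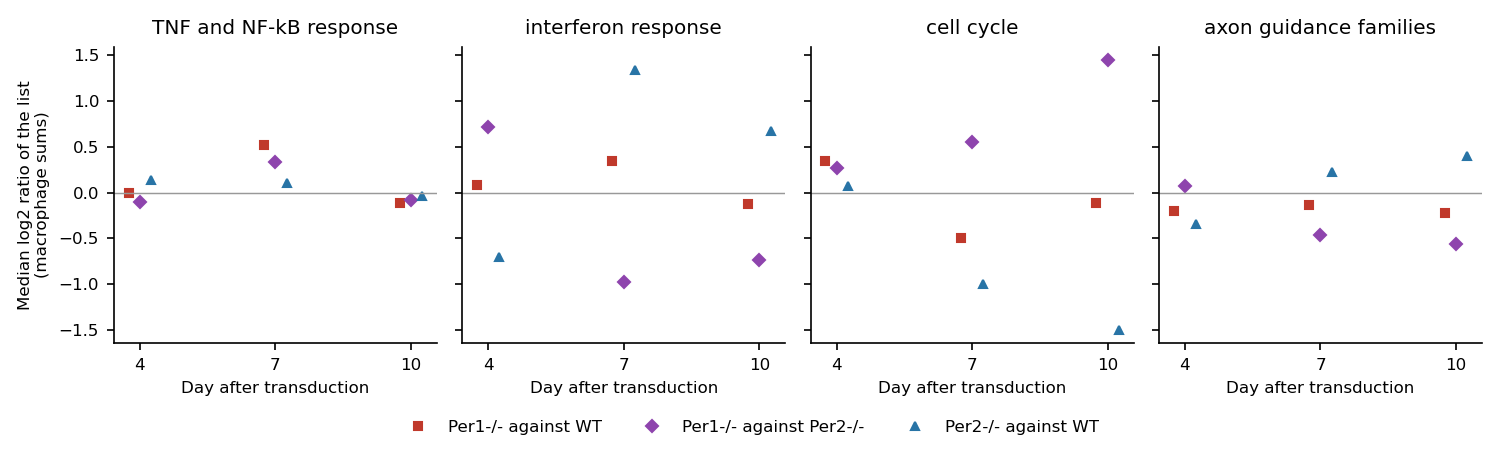
Median log2 ratio of the members of 4 gene lists in macrophage-like sums (vertical axis) by day of reprogramming (horizontal axis) for Per1-/- against WT, Per1-/- against Per2-/- and Per2-/- against WT, each point a ratio of 1 library to another with no error bar. The TNF and NF-kB response of Per1-/- against WT is at 0.00, 0.52 and -0.11 on days 4, 7 and 10. Days are counted from the change to medium with doxycycline, although the axis title reads day after transduction.

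Neurons were compared because the study asked whether the genotypes differ in the reprogrammed cells themselves. Of 14312 genes tested in neuron-like sums, edgeR called 1 for Per1-/- against WT, 1 against Per2-/-, 7 for Per2-/- against WT and 0 for Per1-/- against the mean, with 618, 946, 691 and 820 genes at an unadjusted p under 0.05. DESeq2 called 10, 28, 16 and 27, and limma-voom 1, 0, 6 and 0. The genes named here were chosen after their values were seen. Ryr2 was higher in Per1-/- than in WT (log2 fold of 0.94 ± 0.10, adjusted p of 0.0241, 3 of 3 days), a call that was lost in 6 of the 9 fits with 1 library left out. The calls for Per2-/- against WT included Per2 itself (1.51 ± 0.20, adjusted p of 0.0281), Dpp6 (0.68 ± 0.09, adjusted p of 0.0297) and Rpl39l (-0.92 ± 0.11, adjusted p of 0.0226). Further calls, Kctd14, Gm45889 and AC167229.1, were under 1 CPM in all WT libraries, and Gm45889 was also the gene called against Per2-/-. The counts changed when single libraries were left out, up to 20 against WT and 70 against Per2-/- without Per1-/- on day 4 and 29 for Per2-/- against WT without Per2-/- on day 4. None of Pou3f2, Myt1l, Tubb3, Map2 and Mapt passed. Myt1l had the smallest p for Per1-/- against WT (log2 fold of -0.52 ± 0.19, p of 0.0188, adjusted p of 1.0), and Map2 differed by 0.02, which turned to -0.04 when each library was clustered alone. Of the 20 preset genes tested in neuron-like sums, 1 passed over all genes (Per2 in Per2-/- against WT), and adjusted over the list alone 0, 1, 1 and 0 passed in the 4 contrasts. None of the 8 list tests in neuron-like cells passed in camera, the smallest adjusted p being 0.149.

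In fibroblast-like sums 0 of 16930 genes passed in edgeR in each of the 4 contrasts, with 1561, 2542, 1489 and 2269 genes at an unadjusted p under 0.05 for Per1-/- against WT, against Per2-/-, Per2-/- against WT and Per1-/- against the mean. DESeq2 called 263, 628, 168 and 526, and limma-voom 0 in each. Without the library of Per1-/- on day 4, edgeR called 549 genes against WT, 1303 against Per2-/- and 1167 against the mean. Of 25 preset genes, adjusted over the list alone, 1, 8, 1 and 6 passed in these contrasts and 0 over all genes. Per1 was higher by 0.63 ± 0.12 in Per1-/- than in WT and Per2 by 1.19 ± 0.19 in Per2-/- than in WT, each the 1 gene that passed over the list alone against WT. Fibroblast-like clusters were unevenly spread over libraries. The largest drew at most 20.7% of its cells from a single library. Another came to 96.6% from Per2-/- on day 10, and a further cluster to 60.3% from Per1-/- on day 10. The fibroblast-like sums thus differ in make-up between libraries, which limits these counts and the list results.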

Values the study reported

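The study reported that 10,623 cells were captured per sample on average, with a median of 4,418 genes per cell, and that cells fell into 6 clusters of cell types. By western blotting, the study reported that MEFs of each mutant lacked the protein of the targeted gene. Fibroblasts reached up to 71% of cells in the study's clustering. By flow cytometry, the study reported a rise of macrophages from about 5% to 10%–15% over 10 days. The cytokine genes of the pathways that the study found changed in macrophages of Per1-/- were, except for Tnf, reported at under 3 CPM across cell types, Il34 was reported at under 15 CPM, and 63 axon guidance genes were detected in the comparison of macrophages.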

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

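The tests of explanations in this part were all chosen after the results were seen. Each of the first 7 results is a median of a gene list that went one way on 1 day and the other way on another, outside the central 95% of random lists of matched expression on both days. These 7 results come from macrophage-like and neuron-like cells. Lists in fibroblast-like cells that met the same rule were not flagged. With 1 library per genotype and day, none of these differences between days was tested against a spread between libraries. The labels do not say whether the days of a genotype come from 1 MEF preparation.

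In macrophage-like cells the TNF and NF-kB response list of Per1-/- against WT went from a median log2 ratio of 0.52 on day 7 to -0.11 on day 10, a difference of 0.63, and that of Per1-/- against Per2-/- from 0.33 on day 7 to -0.11 on day 4, a difference of 0.44. Depth is argued against as the cause: in sums thinned to the shallowest the differences were 0.46 and 0.43. Sex of the embryos is argued against as the whole cause against WT, since the cells of Per1-/- were nearly all male on day 10 as on day 7 and the median on day 10 was -0.11. RNA of fibroblasts in the droplets is argued against too, since the fibroblast markers in macrophage-like sums had a median of -0.49 on day 7, the opposite direction. A change of the whole culture on day 7 remains open, and the list's median of 0.30 in fibroblast-like cells on that day is consistent with it. Differences between MEF preparations that have nothing to do with Per1 cannot be told apart from the genotype here. Between Per2-/- and WT the list differed over days by 0.17, less than in the contrasts with Per1-/-, but that is 1 pair of cultures per day. An effect of Per1 on macrophages that depends on the day stays open as well.

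The interferon response list in macrophage-like cells differed over days by 0.47 for Per1-/- against WT (0.34 on day 7, -0.13 on day 10) and by 1.69 for Per1-/- against Per2-/- (0.72 on day 4, -0.98 on day 7). In thinned sums the differences were 0.48 and 1.76, so depth is argued against. The contrast of Per2-/- against WT, which holds no Per1-/- library, differed by 2.05 between days. Differences between preparations other than Per1 may therefore account for both results. In neuron-like cells the list differed by 0.68 for Per1-/- against Per2-/- (0.39 on day 4, -0.30 on day 10). It differed by 0.49 in thinned sums and by 0.71 for Per2-/- against WT, which leaves the same explanation open there. In fibroblast-like cells the list of Per1-/- against Per2-/- went from 0.34 on day 4 to -0.13 on day 7. A change of the whole culture between these days thus stays open for that contrast. On day 10 the list was at 0.15 in fibroblast-like cells and at -0.74 in macrophage-like cells.

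The cell cycle list in macrophage-like cells of Per1-/- against WT differed by 0.84 (0.35 on day 4, -0.50 on day 7), with 0.87 in thinned sums. Per2-/- against WT differed by 1.57 over days, so differences between preparations other than Per1 could produce a change of this size. In fibroblast-like cells the list of Per1-/- against WT stood at 0.25 on day 4, -0.13 on day 7 and -0.25 on day 10. A change of the whole culture stays open too. The axon guidance families in neuron-like cells of Per1-/- against WT differed by 0.24 (0.09 on day 4, -0.16 on day 10), with 0.25 in thinned sums. Per2-/- against WT differed by 0.12, and whether preparation or genotype underlies the change cannot be told apart with 1 library each.

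Cxcl13, which the comparisons of macrophages could not use, was present in a class that no comparison of the report covers. It reached 109.8 CPM (104.8 to 114.9, 1814 UMI) in mesothelial-like cells summed over the 9 libraries, far above the limit that a count of 0 allows. Between single libraries it ranged from 10.0 to 305 CPM, a spread that the interval of the summed value does not cover. RNA of other cells in these droplets is argued against, since the highest level in another named class was 2.40 CPM, in skeletal muscle-like cells. Expression by the cells of this cluster is a hypothesis that stays open. No biological explanation for its presence in the cultures was tested.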

How the results depend on the processing

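The alternatives with a covariate of Y-linked CPM, without genes of the X and Y chromosomes and with the low-UMI cluster counted as fibroblasts were chosen after the data were seen; the others were fixed before. Over all comparisons and alternatives, 533 values were the same (for a tested value in direction and side of the threshold, for a count of called genes within 1.5 times), 37 were weaker, 19 stronger, 126 moved and 16 reversed. Of the values of single named genes, 355 were the same, 10 weaker and 24 stronger. Where a value changed, the cause was not tested, except where the alternative itself removes libraries or genes. Y-linked CPM was 209 in Per1-/- on day 7 and 50.8 to 114 in WT and Per2-/-, so the Y-linked covariate takes up part of the contrasts with Per1-/- by construction. It was taken over all cells kept, whose sex mix can differ from that of a class. Cells with Y-linked UMI alone made 43.1% of all cells kept and 24.4% of macrophage-like cells in Per1-/- on day 4. In Per2-/- on day 7 they made 18.3% and 33.0%. The covariate is thus an inexact measure of sex in macrophage-like cells. Where a library was left out, the remaining 2 of its genotype are taken to vary like the other groups.

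The excess of macrophage-like cells in Per1-/- kept its direction under the other filters, doublet rates, clusterings and classings, at 6.63 points (each library clustered alone) to 11.02 points (mixed cells left out). Its p of 0.037 there is the smallest that the assignments can give, so an unchanged p does not show stability. It ranged from 5.64 to 11.4 points over the libraries left out, and without day 10 it was 7.92, with p of 0.0556 to 0.111, the smallest that the fewer assignments allow. The fall of neuron-like cells ranged from -8.96 to -4.69 over the libraries left out, each still past the threshold, and without day 10 it was -10.8 with p of 0.25, since fewer orders remain. The rise of macrophage-like cells ranged from -0.70, a reversal without Per1-/- on day 4, to 7.79 over the libraries left out, and without day 10 it was 10.9.

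Counts of called genes moved the most. In macrophage-like cells, for Per1-/- against WT (1 in the report), 33 genes were called with doublets kept, 3 with mixed cells left out, 48 with no filter on low counts, 56 with DESeq2 and 3 with limma-voom, and 0 with each library clustered alone, with no day term, with the Y-linked covariate or without day 10. For Per1-/- against Per2-/- (1), 36 were called at the double doublet rate, 2 with mixed cells left out, 455 with no filter, 2 in thinned sums, 200 with DESeq2, 2 with limma-voom, and 0 with no day term, the Y-linked covariate or without day 10. For Per2-/- against WT (0), 274 were called with no filter, 1 with the Y-linked covariate and 220 with DESeq2. For Per1-/- against the mean (1), 3 were called with mixed cells left out, 95 with no filter, 83 with DESeq2, and 0 with no day term, the Y-linked covariate or without day 10. With 1 library left out, the counts ranged from 1 to 11, 1 to 1720, 0 to 1177 and 1 to 517 in these contrasts, the highest of the last 3 without Per2-/- on day 4. Rtn4rl1 lost its call against WT with no day term, with the Y-linked covariate, without day 10 and with each library clustered alone, at log2 folds of -1.86, -1.82, -1.89 and -1.63.

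In neuron-like cells, for Per1-/- against WT (1), 190 genes were called with no filter, 7 in thinned sums, 10 with DESeq2, and 0 with doublets kept, each library clustered alone, mixed cells left out, no day term, the Y-linked covariate or without day 10. At the higher resolution, with cells classed one by one and without Per1-/- on day 10 the 1 call was a gene other than Ryr2. For Per1-/- against Per2-/- (1), 7 were called with mixed cells left out, 306 with no filter, 4 in thinned sums, 28 with DESeq2, and 0 at the double doublet rate, the higher resolution, with each library clustered alone, cells classed one by one, a mean of at least 10 CPM, no day term or limma-voom. With doublets kept the 1 call was a gene other than Gm45889, in the other direction. The 28 calls with DESeq2 did not include Gm45889. For Per2-/- against WT (7), 250 were called with no filter, 2 in thinned sums, 14 with the Y-linked covariate, 16 with DESeq2, 1 with doublets kept, at the higher resolution or without day 10, and 0 at the double doublet rate, with each library clustered alone, cells classed one by one, a mean of at least 10 CPM or no day term. At the higher resolution the 1 call was not among the 7. For Per1-/- against the mean (0), 234 were called with no filter, 11 in thinned sums, 27 with DESeq2, 3 at the higher resolution, and 1 with doublets kept, cells classed one by one or without day 10. With 1 library left out, the counts ranged from 0 to 20, 0 to 70, 1 to 29 and 0 to 41.

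In fibroblast-like cells (0 in each contrast), DESeq2 called 263, 628, 168 and 526 genes for Per1-/- against WT, Per1-/- against Per2-/-, Per2-/- against WT and Per1-/- against the mean. With no filter 5 were called against WT and 5 against the mean, and with the Y-linked covariate 26 for Per2-/- against WT. With 1 library left out, the counts ranged from 0 to 549, 0 to 1303, 0 to 0 and 0 to 1167, the highest without Per1-/- on day 4. Counting the low-UMI cluster as fibroblasts changed none of the 4 counts.

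Of the lists in macrophage-like cells against WT, the TNF and NF-kB response (median of 0.17) no longer passed with mixed cells left out (0.13, adjusted p of 0.122), a mean of at least 10 CPM (0.14, 0.0724), thinned sums (0.12, 0.0755), or fry and the estimated correlation (0.17 in both). It reversed with the Y-linked covariate (-0.18). Its adjusted p ranged from 1.5e-06 to 0.92 over the alternatives. With 1 library left out the median ranged from -0.093, without Per1-/- on day 7, to 0.35, without WT on day 10. The interferon response (0.12) passed with doublets kept (0.22), each library clustered alone (0.26), cells classed one by one (0.16), library totals with no factor (0.050), the Y-linked covariate (1.26) and without day 10 (0.24), with 1 library left out it ranged from -0.15 to 0.33, and its adjusted p from 1.7e-21 to 0.92. The cell cycle (-0.09) passed with the Y-linked covariate (-0.37) and ranged from -0.38 to 0.071 over the libraries left out. The axon guidance families (-0.48) no longer passed with a mean of at least 10 CPM (-0.082), thinned sums (-0.16), fry and the estimated correlation (-0.48 in both) or the members more abundant in macrophages (-0.058). They reversed with the Y-linked covariate (0.016), were lowest with each library clustered alone (-1.94) and ranged from -0.74 to -0.36 over the libraries left out, with adjusted p from 1.4e-13 to 0.889 over all alternatives.

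Against Per2-/-, the TNF and NF-kB response (-0.002) passed with doublets kept (0.13) and without day 10 (0.13), reversed in its test with the Y-linked covariate (-0.15), and ranged from -0.18 to 0.18 over the libraries left out. The interferon response (-0.53) no longer passed with doublets kept (-0.43), fry and the estimated correlation (-0.53 in both) or without day 10 (-0.35), reversed with the Y-linked covariate (0.42), and ranged from -0.95 to -0.065. The cell cycle (0.73) no longer passed with fry and the estimated correlation (0.73 in both), was highest at the double doublet rate (1.81) and ranged from 0.41 to 1.11 over the libraries left out. The axon guidance families (-0.83) no longer passed with a mean of at least 10 CPM (-0.081), thinned sums (-0.088), the Y-linked covariate (-0.19), fry and the estimated correlation (-0.83 in both) or the members more abundant in macrophages (-0.14), and ranged from -1.24 to -0.55. In neuron-like cells, where no list passed, 2 passed with doublets kept, 4 with each library clustered alone, 1 with mixed cells left out, 2 with a mean of at least 10 CPM, 4 with the Y-linked covariate and 3 without day 10, and 0 to 3 with 1 library left out.

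With doublets kept, the difference between macrophage-like and neuron-like cells reversed for the TNF and NF-kB response (-0.023), and for the axon guidance families it passed against neuron-like cells (-0.38, p of 0.037) and fibroblast-like cells (-0.23, p of 0.037). Map2 in neuron-like cells reversed to -0.041 with each library clustered alone. Tnf in macrophage-like cells was 19.6 CPM with doublets kept and 25.5 CPM with mixed cells left out. Of the shares of single classes in single libraries, 143 stayed within their intervals and 136 moved, and of the sex chromosome genes 38 stayed and 7 moved with all barcodes used. The macrophage-like sums with the fewest cells were those of WT on day 4 (139), Per2-/- on day 4 (192) and WT on day 10 (249), the last also with the lowest median UMI. Libraries were matched by day in the model and the permutations, and no further block was used, since the labels give no replicate numbers.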

Other observations

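The tests of equally wide windows around Per1 and Per2, of Xist-positive cells and of mislabelled libraries were chosen after the results were seen.

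Other assignments of the libraries to genotypes within days were used to ask whether chance can be excluded for the counts of called genes. In macrophage-like cells only 1 of the 27 assignments, the real one, gave a call for Per1-/- against the mean of WT and Per2-/-. That is the smallest share that 27 assignments can give, and the count is of 1 gene. The assignments treat the days of a genotype as independent, which embryos shared between days would break. Chance differences between preparations are therefore not excluded. For the pairwise contrasts there are 4 assignments, too few to exclude chance, and 1 and 1 of them gave as many calls for Per1-/- against WT and Per1-/- against Per2-/-. In neuron-like cells 1, 1 and 1 of 4 did for these and for Per2-/- against WT. Where the real assignment gave 0 calls every assignment gives as many (4 of 4 or 27 of 27), which decides nothing. That holds for Per2-/- against WT in macrophage-like cells, Per1-/- against the mean in neuron-like cells and all contrasts in fibroblast-like cells. Other assignments did give calls there: up to 10 in neuron-like cells, with the 3 Per2-/- libraries set apart, and up to 2 in fibroblast-like cells.

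Rtn4rl1, the gene called in macrophage-like cells of Per1-/-, lies 6.08 Mb from Per1. A window of 10 Mb on each side of Per1 holds 2.04% of the genes tested, so a called gene would fall there by chance about as often. A candidate explanation is DNA of the strain in which the Per1 allele was made, carried along around the locus. Its limits are that Rtn4rl1 was not lower in neuron-like or fibroblast-like cells, where it was at 6.03 and 5.02 CPM, and genes of low p (unadjusted p under 0.001) were not clearly more frequent around Per1 than in equally wide windows elsewhere. Of those windows 5.20% had as large a share in macrophage-like cells, 20.6% in neuron-like cells and 16.7% in fibroblast-like cells, so flanking DNA cannot be told apart from chance there with 5, 1 and 3 genes of low p. Around Per2, with Per2 itself left out, the share of windows as large was 20.7% in macrophage-like cells, where 1 gene of low p leaves it open, 1.5% in neuron-like cells and 0% in fibroblast-like cells. The last 2 are consistent with flanking DNA around Per2, although a regulatory effect on neighbours was not tested. For Rtn4rl1, sex of the embryos is only weakly tested by its log2 fold of -0.040 between Per2-/- and WT. Macrophage-like cells with Y-linked UMI alone made 17.7% to 19.4% in WT and 27.6% to 33.0% in Per2-/-. On day 4 their share in Per1-/-, 24.4%, lay between WT (19.4%) and Per2-/- (27.6%). Rtn4rl1 was at 4.69 CPM in Per1-/- on that day, against 16.7 CPM in WT and in Per2-/-. That argues against sex on day 4, with 1 library per genotype. An effect of Per1 on Rtn4rl1 in macrophages stays open as a hypothesis.

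The lower axon guidance families in macrophage-like cells of Per1-/- may reflect RNA of other cells in the droplets. The 13 members more abundant in macrophages had a median log2 fold of -0.058 against WT, whereas the 37 members that other cells express more had -0.90. In the same sums the 18 neuron markers tested had a median of -0.83, the 15 fibroblast markers -0.50 and the 14 macrophage markers 0.09. The families were also lower in fibroblast-like cells (-0.16), so a change shared by the culture stays open. Exact permutation over 47 members, with Per1-/- set against WT and Per2-/- together, gave p of 0.333 for the families in fibroblast-like cells. That decrease is thus itself uncertain. Empty droplets, which would measure free RNA, were not analysed here, and a part of the change that belongs to macrophages is not excluded.

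The transcript of each targeted gene was higher in the libraries that carry its knockout label. A single mislabelled library is argued against, since the lowest of the 3 libraries labelled Per2-/- had 4.99 CPM of Per2 and the lowest of those labelled Per1-/- had 9.12 CPM of Per1, each above all 6 other libraries. The 3′ end of a disrupted transcript and loss of feedback by the protein are candidate explanations that these counts cannot part, since reads along the transcript were not analysed here.

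Xist-positive cells were 44.1% of cells in Per1-/- on day 4 and nearly absent on days 7 and 10. This excludes 1 pool of embryos followed over the 3 days. Depth is argued against, with a median of 22494 UMI per cell on day 7 in Per1-/-, deeper than in WT on day 10, where 72.1% of cells had Xist and no Y-linked UMI. The cultures of Per1-/- on day 4 and on the later days thus appear to come from different embryos, which may add to differences between days. In Per2-/- cells with Xist and no Y-linked UMI made 42.0%, 72.6% and 46.0% on days 4, 7 and 10. In WT they stayed between 69.3% and 72.1%. Different embryos on different days are therefore possible for Per2-/- too, and may add to the changes of Per2-/- against WT over days.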
